A study of Mus musculus with 4 samples.

How the data were processed

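Single-nucleus RNA was measured with the 10x droplet assay in 1 library from 6 pooled thymi and 1 library from epigonadal white fat of 4-month male mice. Per the labels' protocols, capsules were cleaned of fat around the thymus, tissue was digested, the floating layer was taken and nuclei were isolated from it. A 10x multiome library (RNA and chromatin accessibility from the same nuclei) came from 16 pooled thymi of 6-month females. Its fragments were analysed, and its RNA matrix was not used here. The number of animals behind the epigonadal library is not given in the sources used here.

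The deposited RNA matrices hold raw UMI counts per gene and barcode, made with cellranger 7.2.0 per the file headers. Their genome build, annotation and treatment of introns are not given in the sources used here. The authors also deposited, per nucleus, the UMI count, the detected genes, the percent of mitochondrial UMIs, a doublet class and a label. Every labelled nucleus in the deposited tables was classed as a singlet, and the highest mitochondrial percent was 19.97 in the thymic and 14.9 in the epigonadal library. The fragments were made with cellranger-arc 2.0.2 on a mouse GRCm38 reference, per the file headers. For the 6-month nuclei the authors deposited counts of UMIs and fragments and the enrichment ratio of insertions at gene starts. The copy of that table used here stopped inside row 318, so 317 complete rows were used and later nuclei were not analysed here.

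Nuclei were grouped by the authors' labels Ad Ia, Ad Ib, Ad IIa, Ad IIb and Ad IIc. Ad I below means Ad Ia and Ad Ib together. Barcodes of a matrix without a label are called other barcodes. Raw UMIs were summed per library and label and scaled by the total of nuclear-encoded genes of the same sum (CPM). Log2 ratios used 0.5 UMI added to each sum. Ratio intervals came from the exact binomial split of the counts, single sums had exact Poisson intervals and shares had Clopper-Pearson intervals, all at 95%. They cover counting error only. With 1 library per group there was no test between groups and no p-value. A count of 0 was given an upper limit of 3 counts.

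The lists, the named-gene rule and the alternatives set out first were chosen before the data were examined. There were 15 gene lists: adipocyte identity, thermogenic, 9 metabolic lists, thymus-acting and inflammatory factors, regional patterning, thymocyte RNA as a background control, and a sex check. There were also 12 lists of cell-type markers. Each list median covered genes with at least 10 UMIs over both sides. Its interval came from 1000 Poisson resamples, and its percentile from 10000 random lists of the same size matched on mean expression. The symbols Gyk and Mut were matched to Gk and Mmut through RefSeq synonyms. Genes named in the text were all genes of the identity, thermogenic and sex check lists, and otherwise the 2 highest and 2 lowest of a list. Added to these were the 10 largest log2 ratios in each direction among genes with at least 50 UMIs and 50 CPM on the higher side and at least 2 times the level of the other barcodes of that library. Mitochondrial, ribosomal protein and predicted genes were left out of this ranking. Per label, the 5 leading genes against the remaining labelled nuclei could be named under the same minimum.

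A class was to be compared between libraries only if none of its labels had more markers of another class than of its own among its 10 leading genes. Epigonadal Ad IIa had 1 T-cell marker, Cd247, and 0 adipocyte markers there. Sums over all labels are therefore given as planned and do not compare 1 cell class. Values within a label are given beside them, but a shared label need not be 1 cell class either. Ad IIa failed the rule in the epigonadal library. Within Ad IIc, endothelial markers were at a median log2 ratio of 4.16 and adipocyte markers at −3.83, thymic over epigonadal.

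Fragments of labelled 6-month nuclei were counted over each gene body with 2 kb on either side, for 49943 genes, and scaled by the total fragments of the label (fragment CPM). The gene table used here gives no strand, so the planned 2 kb upstream window became 2 kb on either side. The planned promoter window and gene-start scaling were replaced by windows of 1 kb around both gene ends, an alternative chosen after seeing the data. Positions are GRCm38 coordinates, and 183 of 183 named or candidate genes had one.

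Alternatives were edgeR TMM scaling, median-of-ratios scaling, equal weight per nucleus, subtraction of the other barcodes' profile, nuclei with at least 1000 UMIs, nuclei chosen by 3 or more adipocyte markers, thinning to 500 UMIs per nucleus, a pseudocount of 5, and list minimums of 0 or 50 UMIs. For chromatin they were cut sites, no minimum and nuclei with at least 3000 fragments. Single labels, an equal label mix, and scaling without Gm42418, AY036118 and Malat1 were added after seeing the data. Doublets were left as the authors classed them. Scrublet was run as a check, called 0 of 22600 thymic and 0 of 5043 epigonadal barcodes and so had not worked.

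The calculations were tested on simulated data for the comparison of all labelled nuclei. Among 11336 simulated genes, 200 were given a log2 change of 2, and 97% of these were recovered. The changed genes were drawn only from genes with at least 10 expected thymic UMIs. The interval missed the true value in 3.15% of unchanged genes. Of 200 unchanged lists of 15 genes, also drawn from these better-counted genes, 5.5% fell outside the central 95% of random lists. Counts followed the Poisson model behind the intervals, so recovery of sparser genes and variation between animals were not tested. The fragment counter made 0 errors in 300 windows. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5 with its Scrublet, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.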

Results

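Nuclei of fat-associated cells from the thymus, the organ in which T cells mature, were set beside nuclei from epigonadal white fat. The thymic RNA library held 22600 barcodes and 10054839 UMIs, and the epigonadal library 5043 barcodes and 6504841 UMIs. Labels were given to 365 thymic nuclei (1.61% of barcodes) with 616557 UMIs and to 1564 epigonadal nuclei (31.0%) with 2276808 UMIs. The median labelled nucleus had 1479 UMIs in the thymic and 966 in the epigonadal library. Each group was 1 library, so no difference between the groups has a replicate check, and all intervals cover counting error only.

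Sex-linked RNA was examined first as a check of the labels. Xist had 0 UMIs in labelled nuclei of either library, and Tsix had 0 and 2. The Y-linked genes were present in both libraries. Uty had 121 thymic and 323 epigonadal UMIs, Ddx3y 70 and 275, Eif2s3y 48 and 156, and Kdm5d 22 and 72. The sex check list had a median log2 ratio of 0.32 (0.02 to 0.60), thymic over epigonadal, at the 60.6 percentile of matched lists.

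Thymocyte RNA served as the background control. It made up 479 CPM in thymic labelled nuclei against 11144 in the other thymic barcodes, or 4.29% of that level. In the epigonadal library it made up 59.3 against 713 CPM, or 8.32%. The list median between the libraries was 3.59 (2.92 to 4.19). The level was higher in Ad I nuclei, at 1436 CPM in the thymic and 318.4 in the epigonadal library, or 12.9% and 44.7% of the other barcodes' level.

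The authors' labels fell on different numbers of nuclei. In the thymic library 35 nuclei (9.59%) were labelled Ad Ia, 49 (13.4%) Ad Ib, 231 (63.3%, interval 58.1 to 68.2) Ad IIa, 16 (4.38%) Ad IIb and 34 (9.32%) Ad IIc. In the epigonadal library the numbers were 106 (6.78%), 152 (9.72%), 590 (37.7%, interval 35.3 to 40.2), 58 (3.71%) and 658 (42.1%, interval 39.6 to 44.6). The shares depended on depth, and among thymic nuclei with at least 1000 UMIs the Ad IIa share was 80.2%. The genes that define a label were not the same in the libraries, so the shares are not compared.

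The labels were described by genes of known cell types. Adipoq, which encodes adiponectin (Ensembl ENSMUSG00000022878, chromosome 16, 23146536 to 23157968), had 253 CPM in thymic Ad Ia, 203 in Ad Ib and 9.96 in Ad IIa, against 99.5 in the other barcodes. In the epigonadal library it had 453 in Ad Ia, 299 in Ad Ib, 449 in Ad IIa and 2513 in Ad IIc, against 749 in the other barcodes. Pecam1, an endothelial gene (ENSMUSG00000020717, chromosome 11, 106654213 to 106715281), had 986 CPM in thymic Ad IIa against 259 in the other barcodes, and 890 against 301 in the epigonadal library. It had 0 UMIs in thymic Ad Ia. Over the endothelial markers, Ad IIa exceeded Ad I by a median log2 of 2.94 (2.43 to 3.65) in the thymic and 2.45 (2.22 to 2.74) in the epigonadal library. Over the adipocyte identity list, Ad IIa minus Ad I was −3.60 in the thymic and −0.36 in the epigonadal library.

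**Figure D1:**
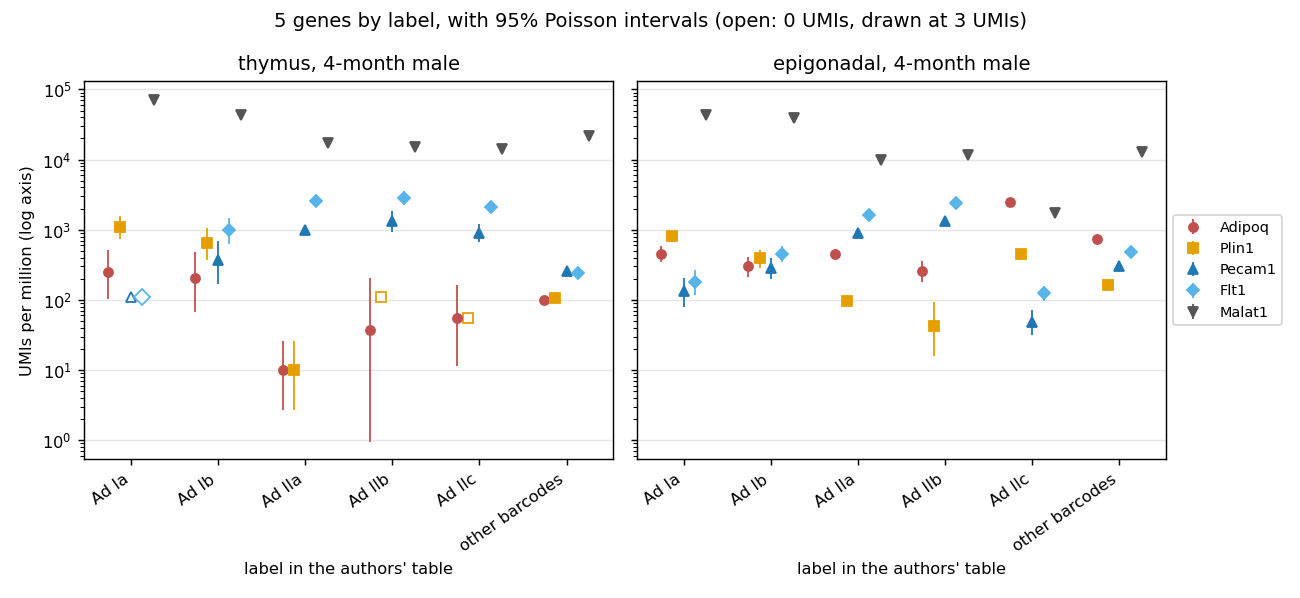
CPM on a log axis for Adipoq, Plin1, Pecam1, Flt1 and Malat1 by label and in the other barcodes, for the thymic (left) and epigonadal (right) libraries. Points are sums over nuclei, bars are 95% Poisson intervals, and open points are genes with 0 UMIs drawn at 3 UMIs. Pecam1 was at 986 CPM in thymic Ad IIa, where Adipoq was at 9.96.

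Within the thymic library, each label was set against the remaining labelled nuclei, as a description of the annotation. The adipocyte identity median was 3.59 for Ad Ia, 1.19 for Ad Ib, −2.74 for Ad IIa, −0.79 for Ad IIb and −0.11 for Ad IIc. The thermogenic median was 1.35, 3.41, −2.18, −0.28 and −0.07 in the same order. Ad Ib identity changed sign to −0.21 among nuclei with at least 1000 UMIs, of which Ad Ib had 2 of its 49. Leading genes of thymic Ad IIc were hemoglobin genes, with Hbb-bs at 9085 CPM against 116 in the remaining nuclei.

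The planned comparison of all labelled nuclei asked how fat-associated nuclei of the thymus differ from those of epigonadal fat. Across genes, the libraries had a Spearman correlation of 0.857; genes are not independent replicates. The adipocyte identity list had a median log2 ratio of −3.97 (−4.11 to −3.22), below all of 10000 matched lists. With Lep held at its limit the median was −3.47. Restricted to Ad I it was −0.82. Adipoq had 20 thymic and 1990 epigonadal UMIs (log2 −4.59). Retn was at −5.38, Cfd −4.47, Cebpa −4.08, Car3 −4.08, Cidec −4.02 and Plin4 −3.97. Lep had 0 thymic and 134 epigonadal UMIs, a log2 ratio of −3.47 with the 0 at its limit (upper 95% limit −3.15). Smaller differences were found for Plin1 (−1.35), Lipe (−1.25), Lpl (−1.14), Fabp4 (−1.08) and Acsl1 (−0.56). Slc2a4, at −1.02 (−2.49 to 0.018), was not distinguishable from 0. Pparg was higher in the thymic library, at 0.60 (0.50 to 0.70).

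All 9 metabolic lists had medians below 0 over all labelled nuclei. Nuclear-encoded oxidative phosphorylation was at −1.67 (−1.81 to −1.47), triglyceride synthesis at −1.86 (−2.32 to −1.52), branched-chain amino acid catabolism at −1.41 (−1.65 to −1.03) and de novo lipogenesis at −1.34 (−1.69 to −0.90). The TCA cycle was at −0.98 (−1.45 to −0.76), lipolysis at −0.97 (−1.45 to −0.54), glycolysis at −0.88 (−1.47 to −0.72), fatty acid uptake at −0.56 (−0.96 to −0.13) and fatty acid oxidation at −0.45 (−0.99 to −0.38). Fatty acid uptake, at the 3.4 percentile, lay within the central 95% of matched lists and the others below it. With Mogat1 at its limit, triglyceride synthesis was at −1.43. The lowest genes were Scd1 (−4.24) and Fasn (−3.99) of lipogenesis and Pnpla2 (−3.16) of lipolysis. The highest was Cpt1b of fatty acid oxidation, at 2.498 with 17 thymic and 12 epigonadal UMIs.

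These medians differed by label. Within Ad IIa all 9 were below 0, from −2.31 for triglyceride synthesis to −0.65 for branched-chain amino acid catabolism, and the identity median was −3.80 (−4.24 to −3.33), or −3.12 with its 2 genes at 0 thymic UMIs held at their limit. Within Ad I, with 52241 thymic and 263848 epigonadal nuclear-encoded UMIs, 6 of 9 were above 0, but matched lists also had medians above 0 (0.11 to 0.33). The TCA cycle was at 1.06 (0.32 to 1.44), fatty acid oxidation at 1.005 (0.35 to 1.45), triglyceride synthesis at 0.85 (0.41 to 1.08) and de novo lipogenesis at 0.50 (0.05 to 0.83). Glycolysis at 0.46 (−0.14 to 0.94), lipolysis at 0.25 (−0.24 to 0.59), oxidative phosphorylation at −0.10 (−0.74 to 0.32), branched-chain amino acid catabolism at −0.037 (−0.58 to 0.29) and fatty acid uptake at −0.25 (−0.94 to 0.28) were not distinguishable from 0 at this depth. These lists and de novo lipogenesis (percentile 89.1) lay within the central 95% of matched lists. The Ad I identity median was −0.82 (−1.01 to −0.26), but it was −0.028 (−0.29 to 0.34) in Ad Ia and −1.24 (−1.67 to −0.45) in Ad Ib. With genes at 0 UMIs on 1 side held at their limit, identity was at −0.69 in Ad I and −0.44 in Ad Ib, and in Ad I de novo lipogenesis was at 0.57 and fatty acid uptake at 0.015.

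**Figure D2:**
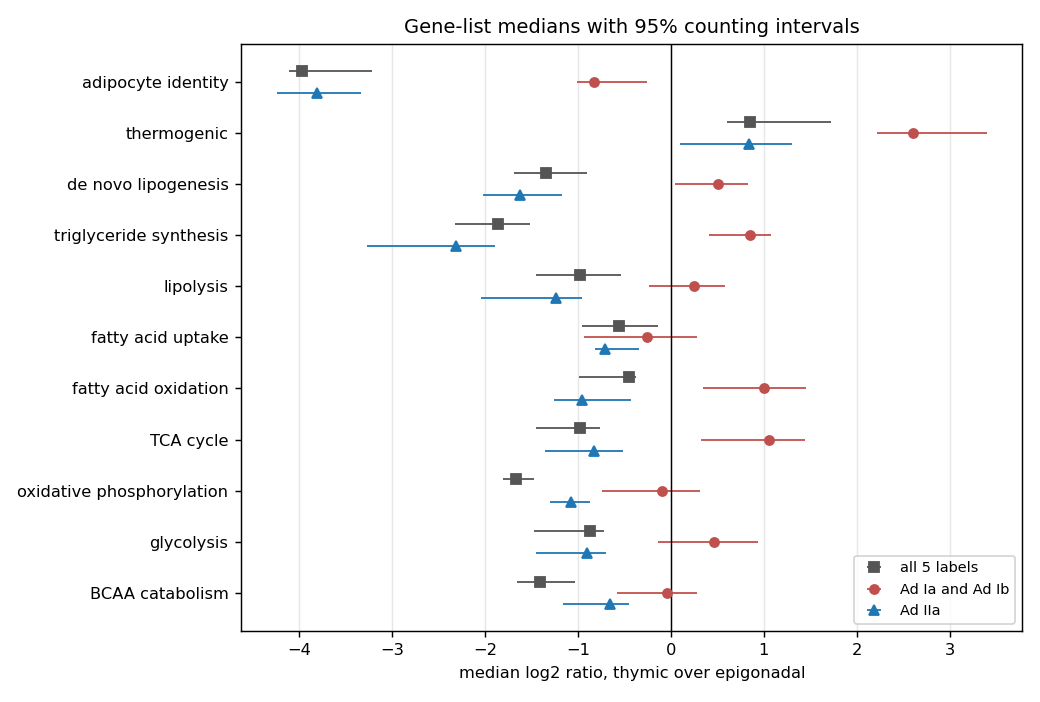
Median log2 ratio of 11 gene lists, thymic over epigonadal, for all 5 labels together, for Ad Ia with Ad Ib, and for Ad IIa. Bars are 95% counting intervals, and the vertical line is no difference. The thermogenic list was at 0.85 over all labels and 2.60 in Ad I.

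The thermogenic list asked whether thymic nuclei carry the RNA of heat-producing fat. Its median was 0.85 (0.60 to 1.72) over all labelled nuclei, with 12 of 13 genes higher in the thymic library, and 2.60 (2.22 to 3.40) within Ad I, with 7 of 7 higher. It was 1.44 (0.61 to 2.16; 4 genes) in Ad Ia and 4.01 (3.25 to 4.596; 6 genes) in Ad Ib. Within Ad IIa it was 0.84 (0.10 to 1.31). Ucp1 (ENSMUSG00000031710, chromosome 8, 83290348 to 83298456) had 17 thymic UMIs and 1 epigonadal UMI, a log2 ratio of 5.56 (3.43 to 11.5). Esrrg was at 3.13, Cidea 2.82, Pank1 2.76, Ppara 2.30, Cox7a1 1.74, Letmd1 0.85, Gk 0.80, Prdm16 0.56, Cox8b 0.47, Kcnk3 0.28 and Ppargc1a 0.23, and Ckb was lower at −1.61. The intervals of Letmd1, Gk, Prdm16, Cox8b, Kcnk3 and Ppargc1a included 0. Dio2 and Cpn2 each had 4 thymic UMIs and 0 epigonadal UMIs, a log2 ratio of 2.43 with the 0 at its limit (lower 95% limit 1.41). Slc27a2 had 4 and 1, and Acot11, Elovl3 and Otop1 had 2 or fewer in either library. Within Ad I, Ppara (ENSMUSG00000022383, chromosome 15, 85734910 to 85806851) had 89 thymic and 74 epigonadal UMIs, a log2 ratio of 2.60 (2.14 to 3.07), and Pank1 had 26 and 5 (4.605). Over all labels Ppara changed sign to −0.089 among nuclei with at least 1000 UMIs, which kept 9 of the 84 thymic Ad I nuclei; Ad I held 89 of its 98 thymic UMIs.

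Among genes ranked by size over all labelled nuclei, 660 were eligible as higher in the thymic and 21 as higher in the epigonadal library. Under the same rule the numbers were 38 and 112 within Ad I, 521 and 169 within Ad IIa, and 68 and 567 within Ad IIc. The rule asks for at least 2 times the level of the other barcodes, which in the epigonadal library also held adipocyte RNA (Adipoq 749 CPM). It left Adipoq, Retn and Cfd out of the ranking over all labels, although their log2 ratios were lower than those of all genes ranked. The numbers and the ranking over all labels therefore do not show the largest epigonadal differences. Rassf9 led with 100 thymic and 55 epigonadal UMIs, a log2 ratio of 2.87 (2.39 to 3.38). It was followed by Hmcn1, Hdac9, Robo2, Tnfrsf21, Stxbp6, Dlg2, Ttll7, P4ha1 and Dll4, from 2.39 to 1.70. In Ad I, Hmcn1, Robo2, Stxbp6 and Dlg2 changed sign. On the epigonadal side Hoxb6 led with 6 thymic and 146 epigonadal UMIs, a log2 ratio of −2.48 (−4.06 to −1.44). It was followed by Sorbs2, Kcnc2, Klf10, Rbp7, Atp8b1, Osbpl6, Csf2rb, Tmem182 and Col28a1, from −1.35 to −0.32, of which Osbpl6, Tmem182 and Col28a1 had intervals that included 0. Within Ad I the leading genes were Ppargc1b (2.86) and Erbb4 (2.69) on the thymic side and St6galnac5 (−3.23) and Ccdc80 (−3.04) on the epigonadal side.

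The regional patterning list had a median of −2.38, but 8 of its 15 genes had 0 UMIs on 1 side, and with these at their limit it was −0.21. Hoxc8 had 0 thymic and 135 epigonadal UMIs, a log2 ratio of −3.48 with the 0 at its limit (upper 95% limit −3.16). The list of thymus-acting and inflammatory factors was at 0.16 (−0.26 to 0.66), with Dll4 at 1.70 and Igf1 at −2.99. Cell-type marker medians over all labelled nuclei were 2.96 for T cells, 0.68 (0.56 to 0.78) for endothelial cells, −0.40 for mural cells (both within matched lists, at percentiles 74.6 and 28.6), −1.60 for adipocytes, −2.41 for macrophages, −2.51 for B cells and −2.59 for fibroblasts. With genes at 0 UMIs on 1 side held at their limit, macrophages were at −1.72 and fibroblasts at −1.32. Lymphatic endothelial markers had 3 genes at this depth, 2 of them with 0 thymic UMIs, so no median is given. Dendritic (−0.36), thymic epithelial (0.31) and Schwann (−2.26) markers had 1 gene each at this depth. Mesothelial markers had none.

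Chromatin accessibility was examined in 6-month female thymic nuclei, which also differed from the RNA libraries in age and sex. The file held 101060606 fragments in 417518 barcodes, and 4397902 fragments (4.35%) lay in the nuclei of the complete table rows. Of these nuclei 146 were labelled thyAD I, 140 thyAD II and 31 Immune, with median fragments of 10106, 15057 and 16036. Chromosome Y held 0.0097% of thyAD I, 0.0103% of thyAD II and 0.0084% of Immune fragments.

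Each label covered whole clusters of the authors' joint clustering, and the same fragments may have entered it. Differences between these labels are therefore given as a description of the annotation, not as a test. Between thyAD II and thyAD I the thermogenic list differed most, with a median log2 ratio of −0.58 (−0.79 to −0.46), below all matched lists, and 1 of 19 genes higher in thyAD II. Ucp1 had 13 fragments in thyAD II and 47 in thyAD I, a log2 ratio of −2.23 (−3.28 to −1.36). The TCA cycle was at −0.28 (−0.41 to −0.08), de novo lipogenesis at −0.19, lipolysis at −0.19, glycolysis at −0.16 and adipocyte identity at −0.15 (−0.26 to −0.04). Lipolysis (percentile 3.59) and adipocyte identity (6.69) lay within the central 95% of matched lists. Triglyceride synthesis, fatty acid uptake, fatty acid oxidation, oxidative phosphorylation and branched-chain amino acid catabolism had intervals that included 0. The endothelial markers were at 0.25 (−0.09 to 0.48). Thymus-acting factors were at 0.34 and regional patterning at 0.25. Immune nuclei were lower than thyAD I at the identity list (−0.71) and higher at T-cell markers (2.11). Cut sites, windows around gene ends and scaling to fragments near gene ends moved no median of the 11 lists outside its interval.

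**Figure D3:**
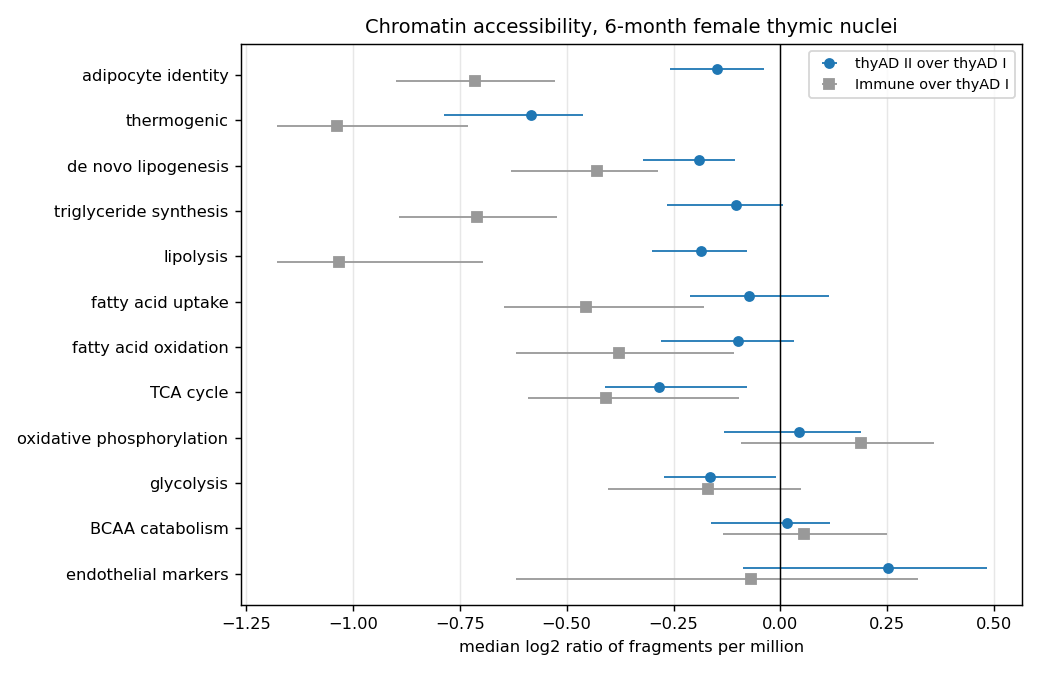
Median log2 ratio of fragment CPM over 12 lists for thyAD II over thyAD I and for Immune over thyAD I, in the 6-month female library. Bars are 95% counting intervals. The thermogenic list was at −0.58 for thyAD II and −1.04 for Immune.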

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

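None of the tests in this part was chosen after its own result was seen, but the patterns they examine were found in the same data.

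The label Ad IIc had opposite profiles in the libraries. Against Ad I, its endothelial markers had a median log2 ratio of 2.44 (2.08 to 3.53) in the thymic library and −1.48 (−1.87 to −1.14) in the epigonadal library. Its adipocyte identity list was at −1.98 (−2.63 to −1.74) in the thymic and 1.36 (1.19 to 1.67) in the epigonadal library. The difference was not tested, since each side is 1 library. Free RNA is argued against as the whole profile of the thymic label. Its rank correlation with the other barcodes minus the best correlation with another label was −0.22. This does not exclude free RNA as a part of the profile. Hbb-bs was at 9085 CPM in thymic Ad IIc, 116 in the remaining labelled nuclei and 2544 in the other barcodes. Ribosomal protein genes were at 50919 CPM there, against 47270 in the other barcodes. For the epigonadal label the same difference of correlations was 0.088, which leaves free RNA open but cannot decide it. Of the 3479 other epigonadal barcodes, 1641 had 3 or more adipocyte markers, so their profile may hold adipocytes. Adipoq was at 2513 CPM in epigonadal Ad IIc against 749 in the other barcodes, and Plin1 at 444 against 164. That profile alone does not account for these levels, while Pparg was lower, at 356 against 622. The difference of correlations was also above 0 for Ad Ib, at 0.064 in the thymic and 0.025 in the epigonadal library, and below 0 for the remaining labels. Cytoplasmic RNA is another candidate explanation for epigonadal Ad IIc. The nuclear RNAs Malat1, Neat1 and Meg3 together made up 1829 CPM in epigonadal Ad IIc against 10402 (Ad IIa) to 44681 (Ad Ia) in the remaining labels, and ribosomal protein genes 84762 against 15927 (Ad Ia) to 38364 (Ad IIa). Thymic Ad IIc also had the highest ribosomal level of its library's labels, at 50919 CPM against at most 23296 (Ad IIa). Its nuclear RNAs were at 14503 CPM (13508 to 15553), an interval that overlapped that of thymic Ad IIb (14058 to 17065). The explanations by free RNA and by cytoplasmic RNA are not exclusive. A biological difference between the depots stays open and untested.

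Ucp1 RNA was present in thymic barcodes without a label. It made up 90.4 CPM (81.9 to 99.5; 416 UMIs) there, and 0.794 (3 UMIs) in the other epigonadal barcodes. Labelled thymic nuclei had 17 UMIs, or 31.8 CPM (18.5 to 50.9). At least 2 Ucp1 UMIs were found in 30 thymic barcodes, against a mean of 13.4 and a maximum of 20 in 100 random draws. The draws assume free RNA in proportion to each droplet's nuclear-encoded UMIs. The 30 barcodes exceeded every draw, which argues against free RNA spread in that way. That assumption was not established, so free RNA spread unevenly stays open. In the 386 barcodes with a Ucp1 UMI, the other thermogenic genes were higher than in the remaining 21849 by a median log2 of 0.89 (0.32 to 1.20), or 0.60 without the added 0.5 UMI, with 13 of 17 higher in CPM. This is consistent with fragments of thermogenic fat cells in the droplets, but it is not specific, because endothelial markers rose by 1.58 and adipocyte identity by 0.95 while T-cell markers were at −0.91. A biological difference between depots stays open, and a source in brown fat around the thymus was not tested.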

How the results depend on the processing

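The single-label settings, the equal label mix, scaling without Gm42418, AY036118 and Malat1, and the chromatin windows and scaling at gene ends were chosen only after seeing the data. No paired analysis was possible because each group is 1 library. Scrublet called no doublets, so leaving out its calls changed nothing and was not used. The planned promoter window and gene-start scaling of chromatin were not run, since the gene table used here gives no strand. Values are median log2 ratios, thymic over epigonadal, unless stated. Where no cause is named, the cause was not tested.

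Of the alternative values of the list medians, 140 stayed within the counting interval of the main value, some because a changed minimum altered no gene of the list, 59 moved outside it with no change of a called sign and 11 changed sign. A changed sign alone does not show a difference in the other direction. Over the 11 settings that take nuclei from all labels in the library's own mix, the reported one and those leaving out shallow nuclei included, adipocyte identity ranged from −4.12 to −2.78, the thermogenic list from 0.56 to 2.30 and oxidative phosphorylation from −2.14 to −1.24. The all-gene median (0.025) shifted by −0.15 under TMM, −0.10 under median-of-ratios, 0.10 with equal weight per nucleus, 0.15 with thinning, 0.37 with a pseudocount of 5 and 1.03 with no count minimum. Median-of-ratios scaling and scaling without the 3 genes moved none of these medians outside their intervals.

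Restricting to Ad I gave adipocyte identity −0.82, thermogenic 2.60, oxidative phosphorylation −0.10 and branched-chain amino acid catabolism −0.037, and reversed triglyceride synthesis (0.85), fatty acid oxidation (1.005) and the TCA cycle (1.06). De novo lipogenesis (0.50), lipolysis (0.25) and glycolysis (0.46) changed sign but lay within the central 95% of matched lists. The background subtraction used the shares of all labelled nuclei (4.29% and 8.32%), below those of Ad I (12.9% and 44.7%), so it does not cover values within Ad I. Restricting to Ad IIa gave oxidative phosphorylation −1.07 and branched-chain amino acid catabolism −0.65. Restricting to Ad IIc gave identity −4.71, thermogenic 0.44, lipogenesis −2.59, triglyceride synthesis −3.20, lipolysis −2.66, uptake −1.15, oxidation −1.51, TCA cycle −1.81, oxidative phosphorylation −2.19, glycolysis −1.80 and branched-chain amino acid catabolism −2.14. The Ad IIc values do not compare 1 cell class, since this label had opposite profiles in the libraries. Its thermogenic interval (−0.67 to 1.25) included 0, and uptake (percentile 15.3) lay within the central 95% of matched lists. An equal label mix gave triglyceride synthesis −1.48.

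Choosing nuclei by 3 or more adipocyte markers (531 thymic and 2812 epigonadal, of which 75 and 1171 were labelled) gave identity −1.46, thermogenic 3.48, TCA cycle −0.40, oxidative phosphorylation −1.28, glycolysis −0.25 and branched-chain amino acid catabolism −0.49, and changed the sign of lipogenesis (0.42), triglyceride synthesis (0.26), lipolysis (0.50) and oxidation (0.22). Outside the authors' labels, 456 thymic and 1641 epigonadal barcodes met this rule. Whether these hold adipocytes or free RNA was not established.

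TMM gave identity −4.12 and oxidative phosphorylation −1.81. Equal weight per nucleus gave lipogenesis −0.79, triglyceride synthesis −1.42, lipolysis −0.44, TCA cycle −0.73 and oxidative phosphorylation −2.09. Nuclei with at least 1000 UMIs (253 and 753) gave oxidative phosphorylation −1.24. Thinning to 500 UMIs left out 44 thymic and 0 epigonadal nuclei and gave uptake −1.09, oxidative phosphorylation −2.14 and branched-chain amino acid catabolism −1.99. Median depth was 500.5 UMIs in thymic Ad I and 442 in its Ad Ib part, so most nuclei left out were Ad I. These values therefore reflect a changed label mix as well as equal depth. A pseudocount of 5, which pulls low counts together, gave identity −2.78, triglyceride synthesis −0.99, lipolysis −0.50, oxidation −0.35, oxidative phosphorylation −1.47 and glycolysis −0.70, and changed the sign of uptake (0.079). For the thermogenic list, no count minimum gave 2.30 and a minimum of 50 UMIs gave 0.56; these settings change which genes enter.

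The Spearman correlation across genes (0.857) was 0.798 with equal weight per nucleus, 0.854 after background subtraction, 0.877 at 1000 UMIs or more, 0.828 for marker-chosen nuclei, 0.751 after thinning, 0.712 in Ad I, 0.889 in Ad IIa, 0.445 in Ad IIc and 0.823 with the equal mix.

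For named genes, 449 alternative values stayed within the interval, 148 moved and 26 changed sign. A change of sign was counted only where the main interval excluded 0. Slc2a4, whose main interval included 0 (−1.02), is therefore not among the 26, although it was at 1.995 (0.31 to 3.57) in Ad I. In Ad I the changes of sign were Hmcn1 (−0.83), Robo2 (−0.47), Stxbp6 (−0.20), Dlg2 (−0.19), Hoxb6 (0.015), Klf10 (0.46), Atp8b1 (0.19), Plin1 (0.52), Lpl (0.53), Acsl1 (0.83) and Lipe (0.25). In Ad IIc they were Hoxb6 (0.080), Sorbs2 (2.11), Kcnc2 (3.61), Klf10 (0.75), Rbp7 (1.42), Atp8b1 (1.66), Csf2rb (1.87) and Pank1 (−0.998). In marker-chosen nuclei they were Dll4 (−0.60), Plin1 (1.46), Acsl1 (1.76) and Lipe (0.74). Rbp7 changed sign after thinning (0.39), Acsl1 with equal weight (0.24) and Ppara at 1000 UMIs or more (−0.089), which kept 9 of the 84 thymic Ad I nuclei.

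As shares of all barcodes, thymic Ad Ia, Ib, IIa, IIb and IIc were 0.155%, 0.217%, 1.02%, 0.0708% and 0.150%, and epigonadal 2.10%, 3.01%, 11.7%, 1.15% and 13.05%; this changes only the denominator. Among nuclei with at least 1000 UMIs, thymic Ad Ia was 2.77%, Ad Ib 0.791% and Ad IIa 80.2%, and epigonadal Ad Ib 3.19%, Ad IIa 63.9%, Ad IIb 7.30% and Ad IIc 18.3%. The Ad I nuclei were shallow, with medians of 604 and 442 UMIs for thymic Ad Ia and Ad Ib, so depth limits what this filter leaves.

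For thymic labels against the remaining labelled nuclei, 11 values stayed within the interval. At 1000 UMIs or more, identity was 4.06 for Ad Ia, −1.96 for Ad IIa and 0.38 for Ad IIc, and changed sign for Ad Ib (−0.21, from 2 nuclei). The thermogenic list was 2.04 for Ad Ib, −1.21 for Ad IIa and 1.20 for Ad IIb. Ad IIc identity (main value −0.11) and Ad IIb thermogenic (main value −0.28) also went from below to above 0. Their main intervals included 0, so these are not counted as changes of sign. With equal weight per nucleus, Ad Ia identity was 2.78 and Ad IIa thermogenic −2.88. The chromatin medians of the 11 lists stayed within their intervals with cut sites, windows around gene ends and scaling to fragments near gene ends. The filter on 3000 fragments removed no nucleus and dropping the minimum added no gene to these lists, so neither tested anything.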

Other observations

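Chosen only after the result was seen were the tests of free RNA, doublets and barcode mismatch behind the endothelial RNA of Ad IIa, the test of doublets with Ad I nuclei, the test of free RNA behind its thermogenic list, and the subtraction with its share set by Adipoq. The remaining tests were set out before their results were computed. Each hypothesis was found and tested in the same libraries.

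Thymic nuclei labelled Ad IIa carried endothelial RNA. Free RNA is argued against, since the endothelial markers exceeded the other barcodes by a median log2 of 3.26. Doublets of an adipocyte and an endothelial nucleus are argued against, since the identity list was at −4.23 relative to Ad Ia. A mismatch of barcodes is argued against, since UMI totals of matrix and table differed by at most 1.94%. Another endothelial list, sharing no gene with the marker list, was higher in Ad IIa than in Ad I by 3.07 (2.64 to 3.91), with 18 of 18 genes higher. It was also higher than in Ad I in Ad IIb, by 3.69 (2.96 to 4.78) in the thymic and 2.74 (2.54 to 3.23) in the epigonadal library, and in thymic Ad IIc, by 3.32 (2.78 to 4.47). A candidate explanation is that the label holds endothelial nuclei. Pparg (2371 CPM in thymic Ad IIa) is also expressed by such cells in some tissues, so it does not separate the types.

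Epigonadal nuclei labelled Ad IIa showed the same pattern less cleanly. The endothelial markers exceeded the other barcodes by 1.75, totals differed by at most 1.94%, and the other endothelial list was at 2.49 over Ad I with 20 of 20 genes higher. The identity list was at −0.51 relative to Ad Ia, which itself was at −0.03 relative to the other barcodes. Doublets with Ad I nuclei are argued against: the 20 genes most enriched in Ad Ia over the other barcodes were at −5.50 (−5.83 to −5.30) in Ad IIa relative to Ad Ia. Doublets with other adipocytes, such as the kind in Ad IIc, and endothelial nuclei with free adipocyte RNA cannot be told apart, and either may apply.

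The same hypothesis was examined in chromatin. Endothelial markers in thyAD II over thyAD I were at the 92.4 percentile of matched lists, short of the 95% set for it. Of the clusters behind thyAD II, cluster 4 had them at 0.26 (−0.09 to 0.56) over the remaining labelled nuclei, with 6 of 6 genes higher, and cluster 0 at −0.04. Lymphatic endothelial markers were at 0.73 (0.09 to 1.11) in cluster 4 and −0.19 in cluster 0. Whether part of the label is endothelial stays open. Correspondence between the thyAD and Ad labels is not given in the sources used here.

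The lower metabolic lists in thymic labelled nuclei may have several sources. A different mix of labels is argued against as the whole cause, since the median of the 9 list medians was −1.16 with an equal mix, against −0.98. A different mix of cell types is not argued against by this. Ad IIc, at −2.14 alone, had opposite profiles in the libraries, so equal labels do not give equal cell types. Within Ad I the median of the 9 list medians was 0.46, so the direction held in some labels and not in others. Subtraction of the other barcodes at the shares of Ad I (12.9% and 44.7%) gave 0.88 there and moved adipocyte identity from −0.82 to 0.36 (0.11 to 0.59). Of the 109 metabolic genes, 17 fell to 0 or below on the epigonadal side, so the Ad I values depend on a share that scarce RNA sets. Free RNA stays open: after subtraction at the shares of all labelled nuclei the median was −1.03, but thymocyte RNA, which set the share, was scarce. Within Ad IIa, RNA of the kind in epigonadal Ad IIc was subtracted from the epigonadal sum. With a share of 38.6% set by all adipocyte markers, as first planned, the median became 4.62 and 84 of 122 genes fell to 0 or below, so this version decides nothing. With a share of 17.9% set by Adipoq, 4 of 122 genes did and the median was −0.017 (−0.37 to 0.27 over the lists). Adipocyte RNA from other nuclei in epigonadal droplets could therefore account for the Ad IIa difference, as a hypothesis.

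The higher thermogenic list in thymic nuclei was not accounted for by the mix of labels, since it was 2.60 within Ad I (1.44 in Ad Ia and 4.01 in Ad Ib). Within Ad I, free RNA from cells outside the table is argued against for the list, since thymic Ad I exceeded the other barcodes by 1.84 (0.998 to 2.18), or 1.498 without the added 0.5 UMI, with 16 of 18 genes higher in CPM. The difference was 1.23 (0.49 to 1.53) in Ad Ia and 2.36 (1.45 to 2.72) in Ad Ib, although the whole profile of Ad Ib was closer to the other barcodes than to another label. The values of Ad Ia and Ad Ib include the added 0.5 UMI, which raises scarce genes more in these smaller sums. They were not computed without it. After subtraction at the shares of Ad I the median was 2.02 (1.64 to 3.0005), with the same limit on the shares. For Ucp1 itself free RNA stays open in Ad I, at 95.7 CPM (31.1 to 223) against 90.4 in the other barcodes. It also stays open within Ad IIa, where the list was at −1.97 (−2.59 to −1.64) against the other barcodes and Ucp1 at 17.4 CPM. A biological difference between thymic and epigonadal Ad I nuclei may be involved. It rests on 84 thymic nuclei of 1 library, and contamination of the tissue by neighbouring brown fat was not tested. Chromatin of the 6-month females, a different age and sex, had the thermogenic list lower in thyAD II than in thyAD I by a median log2 of −0.58. The same fragments may have entered these labels, so the value describes them and does not test the RNA difference. Of the clusters behind these labels, cluster 1 of thyAD I was at 0.82 (0.66 to 0.97) and cluster 3 of thyAD I at −0.11.

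Adipocyte markers also occurred in barcodes without a label. In the thymic library 68 barcodes had 5 or more of these markers, within the range of random draws from the pooled profile (mean 57.9, maximum 72). With 3 or more markers there were 456, below the drawn mean of 493.8. In the epigonadal library 601 had 5 or more and 1641 had 3 or more, below drawn means of 664 and 1858.8. Each profile was pooled from the same barcodes, so any adipocytes among them are part of it, and free RNA stays open. Of the 68 thymic barcodes, 85.3% had at least 20% mitochondrial UMIs, but 95.8% of all thymic barcodes without a label did. Whether a mitochondrial limit removed adipocytes therefore stays open.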
